A study of Homo sapiens with 6 samples. Its data were reported in "CD44s Induces miR-629-3p Expression in Association with Cisplatin Resistance in Head and Neck Cancer Cells" (2020).

How the data were processed

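Small RNAs were profiled in SAS cells, an oral squamous cell carcinoma line, carrying a vector for the standard form of the cell surface receptor CD44 (SAS/CD44s) or for green fluorescent protein (SAS/GFP), the control. Per the labels, the cells were cultured for 48 hours before total RNA was extracted, and the RNA was labelled with Cy3 and hybridised, 1 sample per array, to an Agilent human miRNA array. There were 3 arrays per group, and the group and replicate number of each came from its title. The study's statistics section speaks of biological samples in general, but no source used here says of these arrays whether the replicates came from separate cultures. The p-values therefore measure only the spread between these arrays, which may be technical. The 6 arrays shared 1 slide and 1 scan. The SAS/CD44s arrays all lay in row 2 of the slide and the SAS/GFP arrays in row 1, so a row effect and the group cannot be told apart.

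The deposited scanner files hold linear spot intensity values, which Agilent Feature Extraction had already background-subtracted. Per the file headers its version was 10.7.3.1, whereas the submitters' processing notes name 11.5.1.1. The names on the array are those of an older miRBase release, in which an asterisk marks the minor arm of a hairpin; hsa-miR-629* is miR-629-3p, hsa-miR-210 is miR-210-3p and hsa-miR-874 is miR-874-3p. The study's methods name a later array design, so newer miRNAs are not analysed here. Each array carried 56044 spots, of which 53880 were miRNA spots from 3523 probes for 1205 human and 142 viral miRNAs. The authors also deposited a table of 1 value per miRNA and array. These intensity values were the total gene signal of Feature Extraction, with a largest difference of 8.4e-09, on a linear scale and neither centred nor normalized between arrays. Column medians ranged from -0.976 to -0.188, because most miRNAs gave no signal above background. The methods say that normalized data were deposited, but not how these arrays were normalized. Their general statistics section names Student's t-test for comparisons of a pair of groups and does not mention the arrays.

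Intensities were averaged over the spots of a probe without an outlier flag and then over the probes of a miRNA. Each array was divided by the 75th percentile of its signal over the 190 miRNAs that Feature Extraction called detected on all 6 arrays. Scaled signals were floored at 0.0188, the 1st percentile of the detected values, and taken to log2. No spot was saturated. The 208 human miRNAs detected on all arrays of at least 1 group were tested with limma 3.58.1 (lmFit and eBayes, R 4.3.3), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Counts are also given at the study's stated thresholds, a fold of at least 2 and p under 0.05, with p taken here as unadjusted. A fold change is on the floored scale and understates the change of dim miRNAs. Where a miRNA was detected on all arrays of a group and on none of the other, the fold is given as a lower bound. The mean of the bright group was set against the higher, per array, of the lowest detected signal and the dim miRNA's own signal. That lowest signal can lie below the floor, so a bound can exceed the fitted fold, and where the dim miRNA's own signal is the higher, the bound equals the fitted fold. Bounds hold for this background treatment only. The lowest detected signal is that of any miRNA on the array and not the detection limit of the miRNA in question. miR-191*, for one, was undetected on all SAS/GFP arrays at a mean of 12.7 units. A bound is therefore a value under this rule and not a guaranteed minimum.

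Before the data were examined, 19 lists of miRNAs, the tests and the rule for naming miRNAs were fixed. Of the 240 names on the lists, 221 were matched to 197 names on the array. Lists with at least 3 tested members, 12 in all, were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 12, and again with an estimated correlation and with fry. The rule names the 10 miRNAs with the largest change in each direction among those detected on all 6 arrays, past the threshold and without overlap between groups. It adds up to 5 per direction detected in a single group, by bound, the miRNAs the study followed up with their other arms, and up to 4 members of each list, called members first. miR-10a, miR-140-5p and miR-4327, and list members that complete a short count, fall outside the rule and were chosen after their values were seen. Group differences in single values were tested by exact permutation, two-sided, for which 3 against 3 arrays allow no p below 0.1.

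Alternatives were other summaries of the spots, normexp background correction with an offset of 50, 3 other scalings, filters on dim miRNAs, a floor at the 5th percentile, robust eBayes with a trend, the replicate number as a block, and each array left out in turn. A removed trend with probe GC content, miRNAs of high probe GC left out, and the methods' t-test were added after the data were seen. The total gene signal and the deposited table lie at a nearly constant 0.565 of the averaged signal, so those alternatives could move little.

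The steps were tested on simulated data for SAS/CD44s against SAS/GFP, with the 208 miRNAs at their measured means and spreads and 50 runs. Of 20 miRNAs per run and size, 94.5% changed by 0.5 on the log2 scale, 99.1% changed by 1 and 99.4% changed by 1.5 were called. With the scale of each array known, 4.26% of calls were miRNAs that had not been changed. With the 75th percentile scale, the changed miRNAs themselves moved the scale, by 0.11 (log2) on average and 0.32 at most, and 27.8% of calls were unchanged miRNAs. Among calls of at least 1.5-fold that share was 0.334%, and among those of at least 2-fold it was 0%. Calls of small changes therefore depend on the scale. In these runs the noise of each miRNA was drawn on its own and no trend with probe GC content was put in. The shares therefore leave out false calls from a factor that many miRNAs have in common.

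Positions are those of the probes as the files list them, on build hg19. They locate the hairpin and not the exact base, since the 5' arm was listed at the lower position in 82 of 82 hairpins with both arms named, whatever the strand. Where a probe listed several positions on a chromosome, the last is given. Overlapping genes were named from a table on assembly GRCh38, without its coordinates. Of 195 tested miRNAs with 2 or more probes above the floor, 5 had probes that changed by over 0.1 (log2) in opposite directions: miR-1238, miR-1290, miR-191*, miR-29a* and miR-301b. Closely related miRNAs differ by few bases and can hybridise to each other's probes, so members of a family are not fully separate measurements. CD44 mRNA was not measured on this array, so the label of each sample was not checked against it.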

Results

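The miRNA content of SAS/CD44s and SAS/GFP cells was measured on 6 single-colour arrays, 3 per group, to ask which miRNAs differ in oral cancer cells that express the standard form of CD44. Between 206 and 215 of the 1205 human miRNAs on the array were detected in SAS/CD44s cells and between 197 and 203 in SAS/GFP cells. The mean was 211 ± 4.73 in SAS/CD44s cells and 200 ± 3 in SAS/GFP cells (SD, n = 3), and the difference of 11.3 gave p = 0.1 in an exact permutation test, the smallest value that 3 against 3 arrays allow. The number of arrays limits the precision. The signal used for scaling was 298 ± 5.3 units in SAS/CD44s arrays and 266 ± 19.1 units in SAS/GFP arrays (SD, n = 3). Over the 190 miRNAs detected on every array, log2 signals correlated at 0.999 among SAS/CD44s arrays, at 0.998 to 0.999 among SAS/GFP arrays and at 0.974 to 0.981 between the groups. This correlation is across miRNAs, which are not independent replicates. The median between-array coefficient of variation was 2.69% in SAS/CD44s cells and 4.98% in SAS/GFP cells. The first principal component held 91.6% of the variance and separated the groups, with SAS/CD44s arrays between 3.26 and 3.65 and SAS/GFP arrays between -3.84 and -3.07.

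SAS/CD44s cells had less of the miRNAs typical of epithelial and squamous cells, and more miR-140, miR-30a, miR-224 and miR-424. The 5 detected members of the miR-200 family, miR-205, miR-203 and miR-31 were all lower. miR-874-3p, miR-629-3p and miR-210-3p, which the study followed up, were all higher. Of the 208 miRNAs tested, limma called 66 higher and 90 lower in SAS/CD44s cells at an adjusted p under 0.05, and 110 of these 156 changed by less than 1.5-fold. At a fold of at least 2 and an unadjusted p under 0.05, 15 were higher and 8 were lower. All arrays of a group lay on the same side of the other group for 168 of the 208 miRNAs, where chance gives 10%. The split of the calls depended on the scaling. With no scaling between arrays 86 were higher and 39 lower, a share of higher calls of 68.8% in place of 42.3%, and the median of all tested miRNAs moved by 0.15 on the log2 scale. With the percentile taken over all miRNAs 41 were higher and 75 lower, and the median moved by -0.13. In a run without miRNAs of high probe GC, added after the data were seen, the same miRNAs moved by 0.30 (median, log2). The share of higher calls was then 72.4%. Changes below are relative to the scaling, so those up to about the size of these shifts have no settled direction. With normexp background correction, whose offset compresses dim signals, 1 miRNA was higher and 3 were lower at a fold of at least 2.

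**Figure D1:**
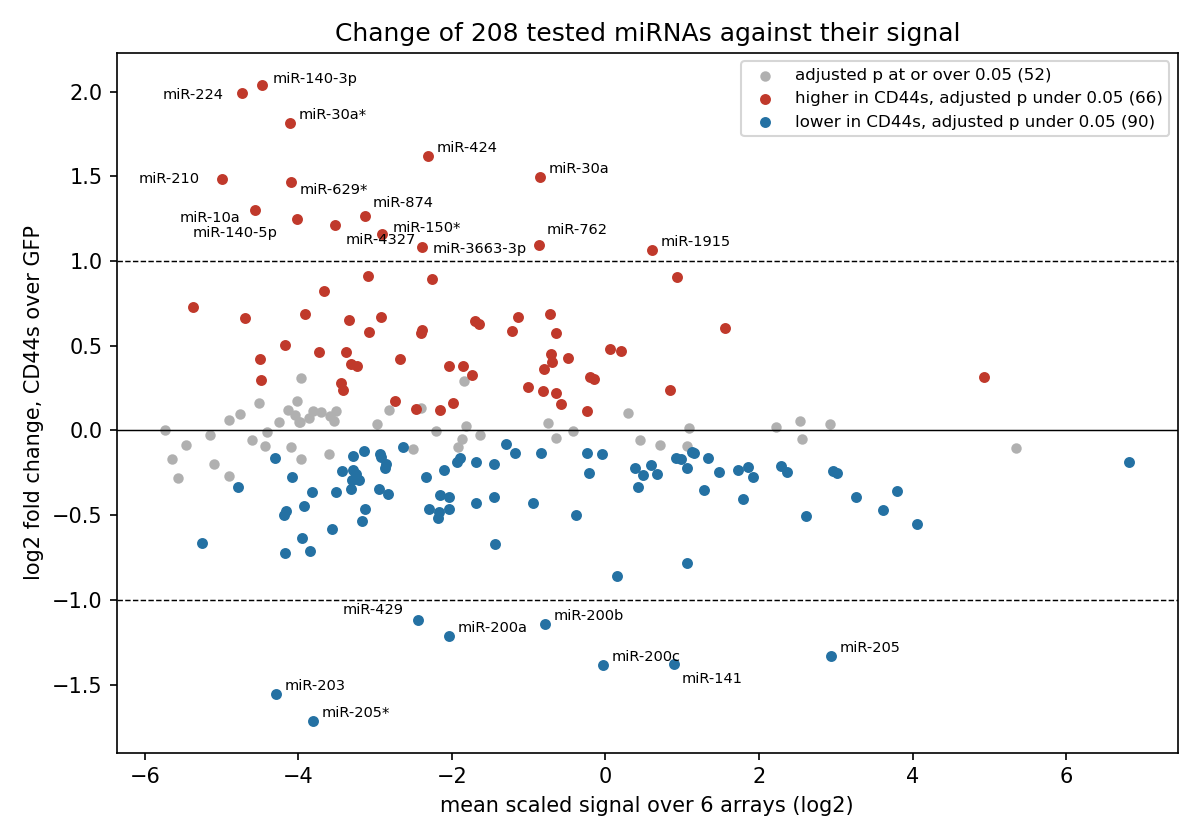
The log2 fold change of each of the 208 tested miRNAs, SAS/CD44s over SAS/GFP, is plotted against its mean scaled signal over the 6 arrays (log2), with dashed lines at a fold of 2 and colours for adjusted p under 0.05. The 15 miRNAs above the upper line and the 8 below the lower line are named, and under the main scaling 66 points are called higher and 90 lower.

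The miR-200 family, which holds cells in the epithelial state by repressing the ZEB transcription factors, was lower as a whole. All 5 tested members fell at an adjusted p under 0.05, and 5 fell when adjusted over the list alone. miR-200c went from 421 ± 34.2 units of background-subtracted intensity, before scaling, in SAS/GFP cells to 181 ± 2.48 units in SAS/CD44s cells (SD, n = 3), a log2 fold change of -1.39 (SE 0.03, limma adjusted p = 2.03e-06). miR-141, its neighbour on chromosome 12, went from 792 ± 69.7 to 342 ± 7.38 units, or -1.38. miR-200a, miR-200b and miR-429, which lie together on chromosome 1, changed by -1.22, -1.15 and -1.12. The probe positions were 7072914 to 7072927 on chromosome 12 for miR-200c, within the gene MIR200CHG, and 1102546 to 1102561 on chromosome 1 for miR-200b, within MIR200BHG (hg19). The median change of the list was 2.32-fold, and camera gave an adjusted p of 0.00353. The list was not called with an estimated correlation, which was 0.084 (adjusted p = 0.206 with an estimated correlation).

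The squamous list behaved alike, with all 5 tested members lower, 5 of them when adjusted over the list alone. miR-205, an abundant miRNA of stratified epithelium, went from 3235 ± 184 to 1447 ± 12.8 units (SD, n = 3), a log2 fold change of -1.33 (SE 0.03, limma adjusted p = 1.74e-06). Its other arm, miR-205*, changed by -1.71, the largest fitted decrease among the miRNAs tested. miR-203, which promotes keratinocyte differentiation, was detected on all 3 SAS/GFP arrays and on none of the SAS/CD44s arrays. By the rule for bounds it was at least 2.94-fold lower in SAS/CD44s cells, which is also its fitted fold (limma adjusted p = 2.03e-06). miR-31 and miR-31* changed by -0.78 and -0.86, and miR-222*, outside the list, by -0.72. The probes lay at 209605518 to 209605532 on chromosome 1 for miR-205, within MIR205HG, and at 104583811 to 104583827 on chromosome 14 for miR-203 (hg19). The median of the list was -1.33, also with miR-203 at its bound, and camera gave an adjusted p of 0.00353 (adjusted p = 0.206 with an estimated correlation). That estimate was -0.0052, below the preset 0.01, so a higher correlation among the members does not explain the lost call. The direction of both lists was the same under the 3 other scalings. With normexp, miR-205* changed by -0.51 and miR-203 by -0.39.

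The cluster of miR-182, miR-96 and miR-183, known from sensory and epithelial cells, had its 3 tested members lower. miR-182 changed by -0.67, miR-96 by -0.52 and miR-183 by -0.47 on the log2 scale. miR-182 lay on the floor on 2 of 3 SAS/CD44s arrays, and with the floor at the 5th percentile its change was 0 and its call was lost. All 3 also fell when adjusted over the list alone, but camera did not call the list (adjusted p = 0.127). Of the miR-17/92 cluster and its paralogues, a group driven by MYC, 12 of 14 tested members were lower and none higher, and 13 were lower when adjusted over the list alone. These changes were small, with miR-18a at -0.50, miR-18b at -0.46, miR-19a at -0.35 and miR-17 at -0.28. The median was -0.22, and camera called the list (adjusted p = 0.00444), but not with an estimated correlation (adjusted p = 0.324 with an estimated correlation). With no scaling between arrays 2 of the 14 members stayed lower and 2 called members changed sign. Of the miR-29 family, which represses collagen genes, 4 of 5 tested members were lower, at -0.29 for miR-29b-1*, -0.26 for miR-29c, -0.25 for miR-29a and -0.24 for miR-29b. The list was not called (camera adjusted p = 0.127), miR-29a turned to 0.02 under quantile normalization, and no member was called without scaling. 4 were lower when adjusted over the list alone.

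**Figure D2:**
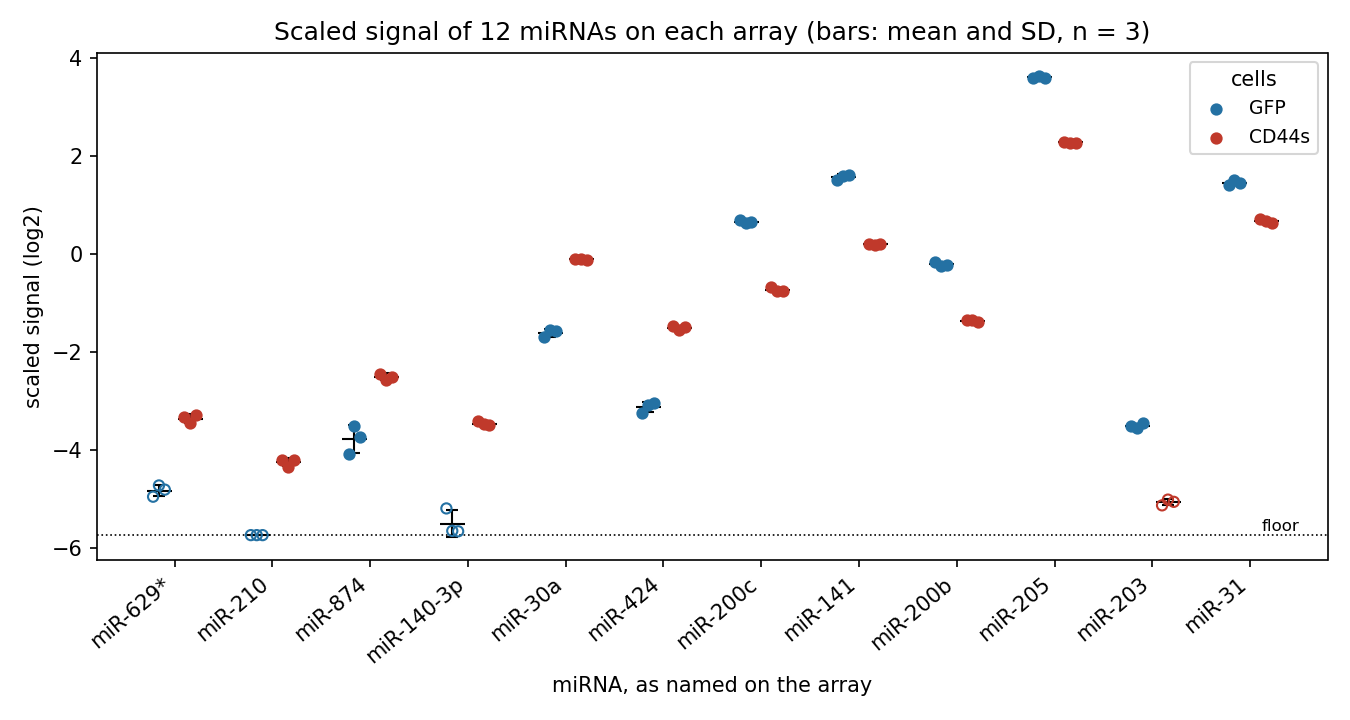
The scaled signal (log2) of 12 miRNAs is shown on each SAS/GFP (blue) and SAS/CD44s (red) array, with the mean and SD of 3 arrays as bars. Open points mark a miRNA not detected on any array of that group, and the dotted line is the floor of -5.73, on which the SAS/GFP values of miR-210 lie.

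Among the miRNAs that rose, 9 were called and detected on all 3 SAS/CD44s arrays and on no SAS/GFP array. By the rule for bounds, which does not use each miRNA's own detection limit, miR-210-3p, induced by hypoxia, was at least 4.84-fold higher and miR-224 at least 4.64-fold. miR-140-3p was at least 4.12-fold, miR-30a* at least 3.52-fold and miR-629-3p at least 2.77-fold higher, each bound being the fitted fold. miR-424 went from 30.6 ± 3.3 to 106 ± 2.84 units and miR-30a from 87.6 ± 7.28 to 278 ± 2.81 units (SD, n = 3), or 3.07-fold (limma adjusted p = 4.17e-06) and 2.83-fold (limma adjusted p = 2.03e-06), with SE of 0.06 and 0.05 on the log2 scale. miR-10a was at least 2.47-fold and miR-140-5p at least 2.38-fold higher, and miR-4327, detected on 2 of 3 SAS/GFP arrays, 2.31-fold. Of the miR-30 family 4 of 7 tested members were higher, miR-30a, miR-30a*, miR-30e* by at least 1.59-fold and miR-30c at 0.63 (log2), and none lower, although under quantile normalization 5 were higher and 2 lower. With normexp the log2 fold changes were 1.01 for miR-30a, 0.65 for miR-424, 0.23 for miR-30a*, 0.20 for miR-140-3p, 0.15 for miR-224 and -0.04 for miR-30e*. The same 4 were higher when adjusted over the list alone, but camera did not call the list (adjusted p = 0.0897). Several alternatives did call it, among them 2 of the 3 other scalings and the run without SAS/GFP replicate 3 (adjusted p = 0.049). The list of miR-15, miR-16 and related miRNAs, which includes miR-424, was mixed. There 2 of 6 tested members were higher, miR-424 and miR-15a (0.16), and 1 was lower, miR-15b (-0.16), with the same counts adjusted over the list alone. miR-15a and miR-15b both changed sign under quantile normalization. The median of that list was -0.02 and its mean 0.23, and camera gave the direction of the mean (adjusted p = 0.538).

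The miRNAs that the study followed up were chosen on these same samples, so the 3 of 3 that were higher, also 3 when adjusted over the list alone, are not independent evidence. miR-629-3p gave 29.2 ± 1.83 units in SAS/CD44s cells and 9.37 ± 0.74 units in SAS/GFP cells (SD, n = 3), where it was not detected (limma adjusted p = 1.87e-05). miR-210-3p gave 15.7 ± 0.86 and 1.52 ± 0.72 units, and its 3 SAS/GFP values all lay on the floor (limma adjusted p = 2.03e-06), so its change has only the bound given above. miR-874-3p was detected on all 6 arrays at 52.6 ± 1.99 and 19.6 ± 3.27 units, or 1.27 (SE 0.14, limma adjusted p = 5e-04). The other arm of the miR-629 hairpin was detected on no array of either group. The probes lay at 70371777 to 70371792 on chromosome 15 for miR-629-3p, within TLE3, at 568161 to 568175 on chromosome 11 for miR-210-3p, within MIR210HG, and at 136983317 to 136983328 on chromosome 5 for miR-874-3p, within KLHL3 (hg19, the second of 2 listed positions for miR-629-3p). Camera called the list (adjusted p = 0.0179), but not with an estimated correlation (adjusted p = 0.351 with an estimated correlation). These signals were low, and normexp left log2 fold changes of 0.17 for miR-629-3p, 0.10 for miR-210-3p and 0.30 for miR-874-3p. With the brightest probe alone miR-210-3p was at 0.27, and with the floor at the 5th percentile at 0.54.

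GC-rich miRNAs were higher in SAS/CD44s cells as a group. Of the 11 tested members of a list of short GC-rich miRNAs fixed as a sign of array and RNA quality, 8 were higher and none lower, the same numbers when adjusted over the list alone. miR-762 went from 99.3 ± 8.49 to 239 ± 16.5 units and miR-1915 from 280 ± 24.8 to 659 ± 38.2 units (SD, n = 3), or 2.14-fold and 2.09-fold. miR-4281 changed by 0.90 and miR-1207-5p by 0.59 on the log2 scale. The list median was 0.43 and camera called it (adjusted p = 0.00453), but not with an estimated correlation (adjusted p = 0.497 with an estimated correlation). That estimate was 0.875, the highest of the 12 lists tested, so members of the list varied together between arrays of a group. The direction was kept under the 3 other scalings. Over all 208 miRNAs the fold change correlated with the share of G and C in the probe, with Spearman's rho of 0.395 and Pearson's r of 0.371. The permutation p of rho was 0.0001, the smallest that 10000 resamples give. This relation is across miRNAs, which are not independent replicates. Of the 51 miRNAs with the highest share, from 64.3% to 100%, 30 were higher and 5 lower, and their median was 0.36. Over the rest the medians of 3 groups of rising share did not rise, at -0.15, -0.16 and -0.14. With the trend removed, the GC-rich list had a median of -0.05 and was not called (camera adjusted p = 0.998). For a list chosen by GC content that follows largely from the removal itself. Of its members 4 were then called higher and 4 lower. miR-874-3p, miR-150*, miR-3663-3p and miR-1181, also among the miRNAs that rose, have probes of 76.9%, 76.9%, 90.9% and 83.3% G and C. miR-4271, at 0.91, has 56.2%.

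**Figure D3:**
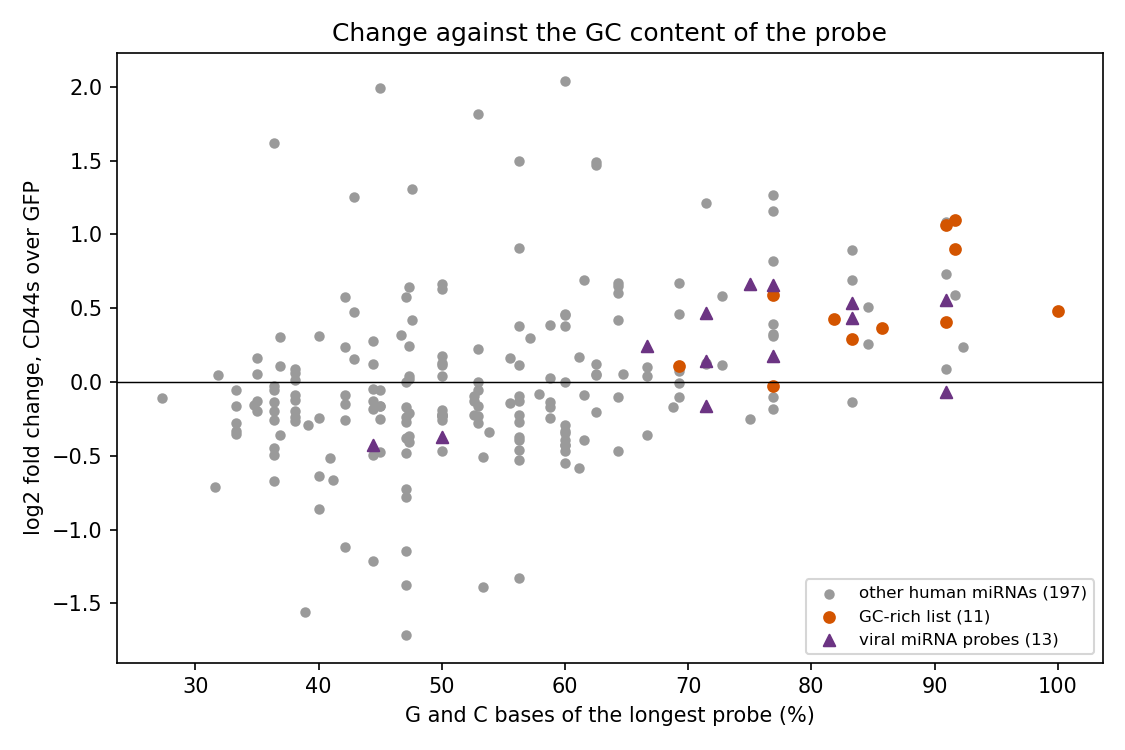
The log2 fold change, SAS/CD44s over SAS/GFP, is plotted against the percentage of G and C bases of the longest probe for 197 other human miRNAs (grey), the 11 members of the GC-rich list (orange) and 13 viral miRNA probes (purple). The 51 human miRNAs with the highest share have a median of 0.36, and those with a lower share lie around medians of -0.16 to -0.14.

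Lists of mixed direction were not called. Of the let-7 family, which restrains growth and RAS, 4 of 9 tested members were higher, let-7e at 0.58, let-7i at 0.47, let-7b at 0.24 and let-7c at 0.23, and 1 lower, miR-98 at -0.16. The counts adjusted over the list alone were the same, and camera gave an adjusted p of 0.169. With the percentile over all miRNAs 2 were higher and none lower, with let-7b at 0.12 (limma adjusted p = 0.455). let-7c turned to -0.03 under quantile normalization, and miR-98 was not called under any of the 3 other scalings. Of 9 tested miRNAs linked to epithelial-mesenchymal transition and migration, 5 were higher, miR-155 at 0.58, miR-10b at 0.42, miR-181b at 0.42, miR-181a at 0.38 and miR-21 at 0.31. 2 were lower, miR-221 at -0.41 and miR-103 at -0.13, with 5 and 2 adjusted over the list alone and an adjusted p of 0.273 from camera. With the percentile over all miRNAs 1 was higher and 1 lower, and miR-103 had the opposite sign without scaling. With normexp miR-155 was at 0.17, miR-181b at 0.08 and miR-10b at -0.07, which was also not called under 2 of the 3 other scalings. Of the miR-23/27/24 clusters, miR-27a at -0.25 and miR-23a at -0.22, on chromosome 19, were lower. miR-23b at 0.22 and miR-27b at 0.11, on chromosome 9, were higher. miR-24, which cannot be placed on either chromosome, was lower at -0.23, and all these calls held in the list alone too. The 3 other scalings gave 0 higher and 3 lower, 1 and 1 (quantile normalization), or 2 and 0, so only quantile normalization kept a call in each direction. miR-24 is made from both clusters, and camera gave an adjusted p of 0.712.

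**Figure D4:**
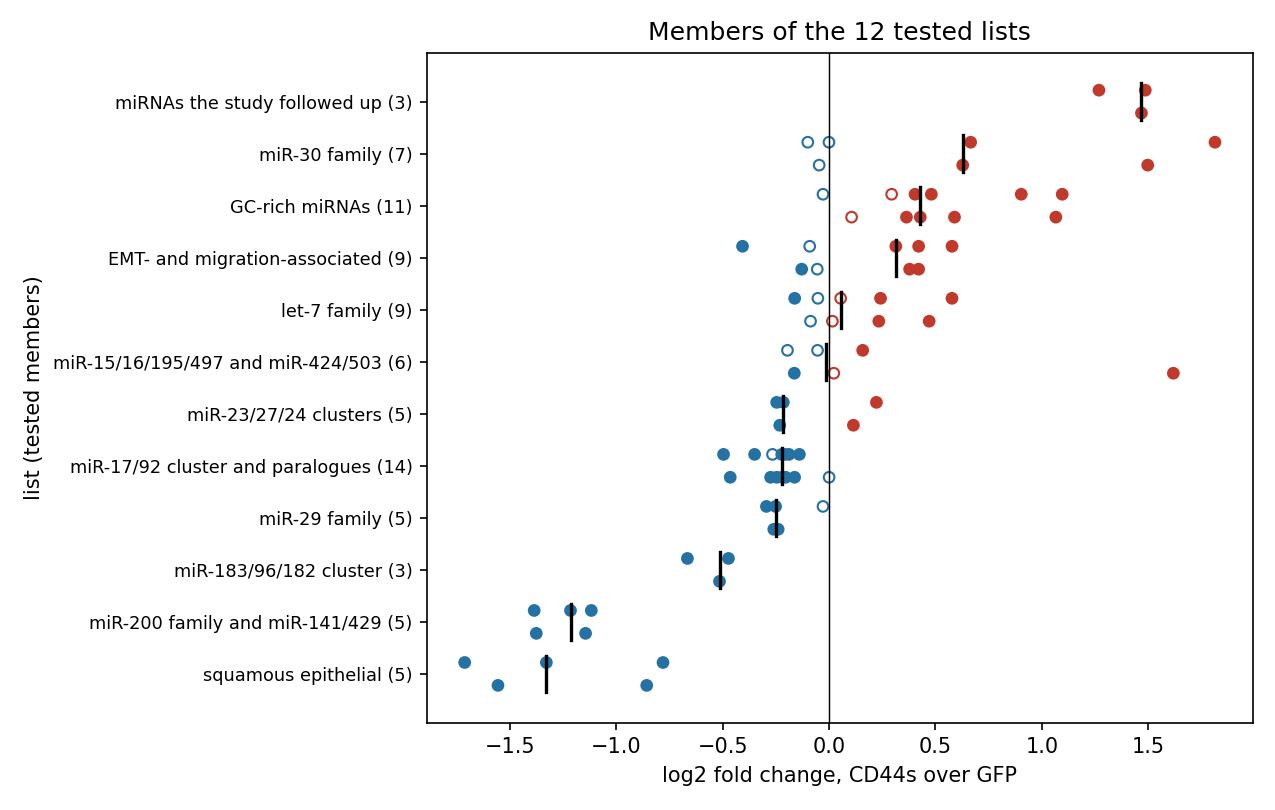
Each point is the log2 fold change, SAS/CD44s over SAS/GFP, of a tested member of the 12 lists with at least 3 tested members, filled where its adjusted p was under 0.05, with a black line at the list median. Under the main scaling the miR-200 family and the squamous list lie wholly to the left of -0.7, and the GC-rich list has 8 filled points to the right of 0.

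Markers of other cell types were few. None of the 10 fibroblast and mesenchymal miRNAs, 15 placental C19MC miRNAs and 8 blood and immune miRNAs on the array was detected in any sample. Of 11 muscle, neuron, endothelium and liver miRNAs 2 were tested, miR-126 of endothelium at 0.28 and miR-128 of neurons at -0.37. The call of miR-126 was lost when SAS/CD44s replicate 1, SAS/CD44s replicate 3 or SAS/GFP replicate 3 was left out, with a highest limma adjusted p of 0.0917 and log2 fold changes of 0.19 to 0.36 over all 6 such runs, and normexp turned it to -0.04. It was also not called under 2 of the 3 other scalings, nor was miR-128 without scaling. Of 12 p53-responsive miRNAs only miR-107 was tested, and it was not called (-0.06, limma adjusted p = 0.122), but it was called without SAS/GFP replicate 2 (limma adjusted p = 0.0353), and 2 other scalings turned its sign, of which quantile normalization called it higher (0.15, limma adjusted p = 0.0136). miR-371-5p, of 9 embryonic miRNAs, was at 0.67 (limma adjusted p = 0.000647), and at 0.13 with normexp. Of the imprinted cluster at 14q32, miR-134 was at 0.69 and miR-494 at -0.51, and the list adjusted alone gave the same calls. The call of miR-134 was lost with normexp, at 0.01, and with no filter.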

Values the study reported

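At a fold change of at least 2 and p < 0.05, the study reported 14 miRNAs as upregulated and 12 as downregulated in SAS/CD44s cells relative to SAS/GFP cells.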

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

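The comparisons of miR-874-3p, miR-629-3p and miR-210-3p with miRNAs undetected in SAS/GFP cells or of like probe GC content, and the removal of the trend with probe GC content, were tests chosen after the results were seen. The array also carries probes for viral miRNAs, which the comparisons above do not use. Of the 13 viral miRNAs detected on all arrays of a group, 6 gave a higher scaled signal in SAS/CD44s than in SAS/GFP cells at a limma adjusted p under 0.05. The log2 fold changes were 0.66 for kshv-miR-K12-3, 0.65 for hsv2-miR-H6, 0.55 for hsv2-miR-H10, 0.53 for hsv1-miR-H18, 0.47 for hsv1-miR-H7* and 0.43 for hsv2-miR-H24. Their probes were 71.4% to 90.9% G and C. Viral probes of like share did not all rise, since hsv1-miR-H15 (90.9%) was at -0.07, hsv2-miR-H25 (76.9%) at 0.18, hsv1-miR-H6-5p (71.4%) at 0.14, ebv-miR-BART13 (71.4%) at -0.17 and hsv1-miR-H6-3p (66.7%) at 0.24, none of them called. ebv-miR-BART12 (50%) was at -0.37, not called, and ebv-miR-BART19-3p (44.4%) was lower (-0.43).

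GC-rich miRNAs were higher in SAS/CD44s cells. Scaling between arrays is argued against as the whole cause, since the lowest median of the list over the 3 other scalings was 0.303. A difference in signal on GC-rich probes whatever the miRNA, from labelling, hybridisation or background, is a candidate explanation. The viral probes, written down beforehand as having no source in these cells, had a median of 0.2422 under the main scaling, although not all GC-rich ones rose. That median was above the value set for this explanation. The percentile over all miRNAs moved the median of tested human miRNAs by -0.13. A shift of that size would take the viral median below the value set, so this outcome depends on the scaling. Spike-in and other positive control probes had a scaled median of -0.1238, outside the band set for no row effect. Their unscaled median was 0.047, inside it, with single probes from -0.13 to 0.15. The medians differ only by the scaling, so they cannot decide on a row effect. Slide row and group coincide by the layout and cannot be told apart. An effect of CD44s on these miRNAs stays open and untested.

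The miR-200 family, miR-205, miR-203 and miR-31 were lower in SAS/CD44s cells. The tables argue against a mixture with fibroblasts, whose miR-143, miR-145, miR-199a and miR-214 were detected on no SAS/CD44s array and so reached percentile 0 of the detected miRNAs. They also argue against a trend with probe GC content, after whose removal the median was -1.156, and against scaling, under which the median was at most -1.103. A lower level of these miRNAs in cells expressing CD44s may be biological, as a hypothesis found and tested on the same data. A difference between slide rows, or between the cell populations carrying each vector, stays open.

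miR-874-3p, miR-629-3p and miR-210-3p were higher in SAS/CD44s cells. A background offset shared by the probes of an array is argued against, since the other 996 miRNAs detected on no SAS/GFP array had a median change of 0.66 signal units, and the smallest of the 3 changes of 33, 19.8 and 14.2 units, in that order, was 6.135 times their 95th percentile of 2.31 units. For miR-629-3p and miR-210-3p probe GC content is argued against as the whole cause. As for a background, the smaller change was 4.911 times the 95th percentile of 130 such miRNAs of like probe GC content. As for a proportional trend, the fitted values were 1.44 and 1.46 (log2) after its removal. The smaller lower bound of 1.47 (log2) lay 0.7964 above the highest of 26 other miRNAs of like content detected on all arrays. That comparison cannot decide, since its set leaves out miRNAs undetected in SAS/GFP cells, such as miR-140-3p (60%, 2.04). The size of both folds stays open, at 0.17 and 0.10 with normexp. miR-874-3p, with a GC-rich probe, kept 0.9403 (log2), between the values set for and against, so a part from that trend cannot be told apart from a change in the cells. Slide row and group are confounded here as well, and a change caused by CD44s could not be tested further.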

How the results depend on the processing

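The GC trend removal, the run without miRNAs of high probe GC and the methods' t-test were chosen after seeing the data. The total gene signal and the deposited table moved nothing, being nearly constant multiples of the averaged signal. Of 61 named miRNAs, 61 kept their direction under the all-miRNA percentile, 59 without scaling, 58 with normexp, 56 under quantile normalization and 60 with the GC trend removed. miR-874-3p, miR-629-3p and miR-210-3p stayed called under every alternative in which they were tested, with highest adjusted p of 0.0229, 0.00385 and 0.0497. Signals close to background limit the dim miRNAs, whose fold depends on the floor and the offset. List values below are mean log2 fold changes of members minus those of other miRNAs, whereas camera takes its direction from moderated t-statistics, so its direction can differ from the sign of the value. Where a value changed and no reason is given, the cause was not tested.

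With the percentile over all miRNAs, 41 were higher, the first component held 84.2% and the miR-30 list (0.62) was called. With no scaling, 39 were lower, miR-107 was at 0.11 and miR-15b at 0.0067, and the miR-182 cluster (-0.60) and miR-30 (0.63) lists were called. Under quantile normalization, miR-107 was at 0.15 and called higher, miR-15b at 0.031, miR-29a at 0.020, let-7c at -0.034 and miR-15a at -0.047, and camera's direction turned for the miR-23/27/24 list (-0.018). With no filter, which tests more miRNAs, 58 were lower, and lists of the miR-182 cluster (-0.28), let-7 (0.14), migration (0.08), miR-29 (-0.21) and miR-30 (0.64) were called. With normexp, 46 were higher and 117 lower, and 1 was higher and 3 lower at a fold of 2. There miR-10b was at -0.067, miR-30e* at -0.044, miR-126 at -0.037, let-7 (0.20) was called and the miR-23/27/24 list was at 0.0042. Among miRNAs detected on all 6 arrays, 7 were higher at a fold of 2, since fewer were tested. With the brightest probe, 8 were, and the miR-30 list (0.58) was called.

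With the GC trend removed, 10 miRNAs were higher at a fold of 2, in place of 15 under the main settings. miR-874-3p (0.94), miR-150* (0.83), miR-762 (0.46), miR-3663-3p (0.46) and miR-1915 (0.45) fell below that fold. Of the lower miRNAs 7 kept it, and miR-429 (-0.96) did not. miR-107 was then at 0.088, the let-7 (0.28) and miR-30 (0.71) lists were called, and the GC-rich list (-0.028) was not. Without miRNAs of high probe GC, which also shifts the same miRNAs by 0.30 (median, log2), 76 were higher and 29 lower. At a fold of 2, 8 and 5 passed, and the first component held 94.0%. miR-107 was then at 0.24, miR-15b at 0.14, miR-15b* at 0.10, miR-23a at 0.085, miR-24 at 0.068, miR-29b at 0.061, miR-27a at 0.053, miR-29a at 0.048, miR-29c at 0.040, miR-17 at 0.025 and miR-29b-1* at 0.0053, of which miR-107, miR-15b and miR-23a were called higher. The miR-17/92 list (-0.18) lost its call, the miR-30 list (0.90) was called, and camera's direction turned for miR-29 (-0.11) and miR-23/27/24 (0.034).

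With the methods' t-test 63 were higher and 90 lower unadjusted, 62 and 80 after Benjamini-Hochberg adjustment, and 15 and 8 passed a fold of 2, and miR-126 alone of the named miRNAs lost its call. miR-182 was at 0 with the floor at the 5th percentile, which puts all its values there, and miR-134 at 0.01 with normexp.

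With an estimated correlation no list was called, among them miR-200 (-1.32), squamous (-1.31), miR-17/92 (-0.30), GC-rich (0.51) and the study's miRNAs (1.39). fry, which does not compare a list with others, called every list tested, so its calls do not tell the lists apart. Of these, camera at the preset correlation had not called the miR-182 cluster (-0.60), let-7 (0.11), migration (0.13) or miR-23/27/24 (-0.11). Nor had it called miR-15/16 (0.20), miR-29 (-0.26) or miR-30 (0.62).

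With each array left out in turn, 62 to 71 were higher and 71 to 88 lower, 13 to 16 and 8 passed a fold of 2, and the first component held 91.2% to 94.4%. The miR-30 list lay between 0.60 and 0.66 and was called without SAS/GFP replicate 3. With the replicate number as a block (replicate block), 62 were higher and 82 lower, with 15 and 8 at a fold of 2. Arrays sharing a number also shared a slide column. Their deviations correlated at -0.257, -0.322 and 0.216, which had no reference to be set against and cannot show whether the numbers pair the samples. miR-107 was called without SAS/GFP replicate 2.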

Other observations

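The choice of 6 miRNA names that overlap tRNA sequences was made after their values were seen. miR-1260b, miR-1274a and miR-1260 were lower in SAS/CD44s cells, at -0.55, -0.47 and -0.36 on the log2 scale, and miR-720 and miR-1280 at -0.18 and -0.13. miR-1274b was not called (-0.10, limma adjusted p = 0.0691). miR-335 and miR-335*, also chosen after their values were seen, were lower as well, at -0.71 and -0.50.

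Both arms of a hairpin may change together because they share a precursor. Over the 16 hairpins with both arms tested and listed within 200 bases of each other, Spearman's rho of their log2 fold changes was 0.7676, above the 95th percentile of 0.4265 with arms paired at random (permutation p = 0.00077). Pearson's r was 0.897 (permutation p = 1e-05, the smallest those resamples give), and 0.874 without the 2 hairpins farthest from the median. The arms had the same sign in 13 of 16 hairpins, the exceptions being miR-30e, miR-324 and miR-106b, whose minor arm lay on the floor on every array and has no sign. In the miR-140 hairpin the fitted changes were 2.04 and 1.25, and in miR-205 -1.33 and -1.71. By name alone let-7a, miR-17 and miR-151 also had both arms tested, but not at neighbouring listed positions. The arms of let-7a had opposite signs, at 0.05 and -0.28, and those of miR-17 (-0.28 and -0.19) and miR-151 (-0.05 and -0.0020) the same sign. Over all 19 pairs rho was 0.693, and 15 had the same sign. These relations are across miRNAs, which are not independent replicates.

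miRNAs of a genomic cluster may likewise change together because they share a primary transcript. Over 45 pairs of different hairpins within 10 kb, the median absolute difference of their log2 fold changes was 0.1414, against 0.4936 for pairs drawn at random (permutation p = 0.0001, the smallest 10000 resamples give). Many of the pairs share a miRNA or both arms of a hairpin, so they are not independent and the p-value may be too small. Related miRNAs of a cluster can bind each other's probes, which would give the same result, and this was not separated.

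The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05, and only 1 of the 10, the real split, gave as many calls by each count. The real split gave 156 miRNAs at an adjusted p under 0.05, where the highest of the others gave 0. At a fold of at least 2 it gave 23, where the highest other gave 0. It gave 5 lists called by camera, where the highest other gave 4. Every other split puts arrays of both groups on each side, so the group difference enters the spread. The counts of 0 follow from that and add no support.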
